A study of Mus musculus with 6 samples. Its data were reported in "Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells" (2025).

How the data were processed

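NF-YA binding was profiled by CUT&RUN in cultured wild-type mouse muscle stem cells (MuSCs), the resident stem cells of skeletal muscle. In CUT&RUN, an antibody directs a fusion of protein A and micrococcal nuclease to its target on immobilised, permeabilised cells, and the DNA cut out around the target is sequenced. NF-YA is the subunit of the trimeric factor NF-Y that recognises the CCAAT box. The series had 6 samples, 3 NF-YA libraries and 3 libraries made with control IgG, numbered alike per the labels. Values of the 3 NF-YA libraries were analysed. Values of the 3 IgG libraries were not analysed here.

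According to their methods, the authors trimmed the reads, aligned them with STAR to the mouse genome mm10 and kept uniquely mapped, deduplicated, unspliced reads. The authors called peaks with MACS2 in each NF-YA library against its IgG library, unified the remaining peaks into a common set, counted reads per peak with featureCounts and normalised the counts with DESeq2. Each peak was annotated to the nearest gene if a transcription start site (TSS) lay close enough. The deposited values carry the unit score: reads per peak divided by a size factor of the library and rounded to whole numbers, here called normalised reads. They are not corrected for peak length. Size-factor scaling makes the libraries comparable on the assumption that the typical peak had the same level in all of them, so a change of all peaks together would not be visible. Peaks were selected on the same libraries whose levels are reported, which favours peaks that were high by chance in a library.

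The rounded values still showed what 1 read was worth in each library, since a step above 1 leaves whole numbers that no read count can give. The step was estimated by maximum likelihood as 0.669 normalised reads in replicate 1, 1.48 in replicate 2 and 1.02 in replicate 3. In replicate 2, 32 of the whole numbers up to 100 could not arise from this step, and 0 of the 8169 peaks with values in that range held one of them. In replicate 3 there were 2 such numbers, held by 0 of 8179 peaks. Replicate 1 had a step below 1, for which this check is empty. The product of the 3 steps was 1.01. Dividing the summed values by the step gave about 477155 reads in peaks in replicate 1, 226924 in replicate 2 and 334651 in replicate 3. These are reads in peaks, and total reads per library were not used here. Counts of single peaks were not recovered from the rounded values, so no count model was used. A floor of 3 reads corresponded to 2.01, 4.43 and 3.06 normalised reads in replicates 1, 2 and 3. Intervals and floors cover counting error only.

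Coordinates were checked against GRCm38.p6, the assembly behind mm10. All 9056 peaks lay within the chromosome lengths, and 6141 of the 6191 gene-annotated peaks carried a gene with identical start and end in GENCODE M21. The listed distance matched the distance from the peak centre to the gene's 5' end within 1 bp in all 6191 cases. The shortest stop minus start was 100 bp, held by 786 peaks, so starts were read as counted from 0. Positions are printed counted from 1. The table had 0 per-sample columns that could not be assigned to a sample.

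Agreement between replicates was computed as Pearson's r and Spearman's rho across peaks on log2(value + 1). Peaks are not replicates, so no p-value was attached. The coefficient of variation (CV) was taken per peak over the 3 libraries. The CV expected from counting alone was simulated in 20 sets of Poisson reads at the observed means and steps, rounded as in the deposited values. Shares carry 95% Wilson intervals. Peaks with a centre within 1000 bp of the TSS of their annotated gene were called promoter peaks. The remaining peaks were split by GENCODE M21 exons and genes at the peak centre. CCAAT was searched on both strands in windows of 101 bp at the peak centres and 1000 bp to either side, and compared by a two-sided exact McNemar test across peaks. These p-values were below the smallest number the computer can store and are given as log10. Peaks were divided into quartiles by their mean over the 3 libraries.

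The peaks named were fixed before the data were examined: those annotated to *Kansl2*, *Mbd3* and *Prmt1*, which the study named as bound, to *Mcrs1*, *Smyd5* and *Suv39h2*, to the other genes of the NSL complex, to the NF-Y subunit genes, and the 5 peaks with the highest mean on autosomes or X. Tests and most alternatives were fixed at the same time. The planned comparison with IgG was not made. Alternatives covered a minimum mean of 10, removal of the top 1% of peaks, values per kb, total reads in peaks as library size, other TSS distances, wider windows, a longer consensus, shuffled windows and leaving out each replicate. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9. Functions were tested on simulated data: the step was recovered with an error of at most 0.0357% in 6 simulations of 9056 peaks, and an added CV of 20% was estimated as 19.9% on 1730 peaks. In the 2264 peaks of the weakest quartile the estimate was 22.6% for an added CV of 20% and 7.92% for none.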

Results

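To describe where NF-YA binds in wild-type MuSCs, the 9056 unified peaks of the 3 NF-YA CUT&RUN libraries were examined. The study's reporting summary lists more called peaks for replicate 1 than for replicates 2 and 3. In which library each unified peak was called was not known here. The set, and all shares taken over it, may therefore lean towards replicate 1. Values are size-factor-normalised reads per peak, rounded by the authors. The peaks covered 2121 kb on 21 chromosomes, with a median length of 197 bp and a longest peak of 1223 bp. Summed over peaks, the values reached 319455 in replicate 1, 335280 in replicate 2 and 341177 in replicate 3. The reads in peaks behind these similar sums differed 2.10-fold between replicate 1, with the most, and replicate 2, with the fewest. This is not the sequencing depth of the libraries, since it also depends on the share of reads that fell into peaks. The median peak held about 21 reads in replicate 1, 11 in replicate 2 and 15 in replicate 3. At such counts, sampling alone gives a CV of 21.9%, 30.4% and 26.1%, respectively. In replicate 2, 1414 peaks (15.6%) were at or below 3 reads, compared with 772 (8.52%) in replicate 3 and 45 (0.497%) in replicate 1. Values of 0 were listed for 110, 52 and 7 peaks in replicates 2, 3 and 1. These peaks were not detected at this number of reads, which allows up to 4.43, 3.06 and 2.01 normalised reads.

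The first question was how far NF-YA levels were reproducible. Across peaks, Pearson's r on log2(value + 1) was 0.881 for replicates 1 and 2, 0.904 for replicates 1 and 3 and 0.899 for replicates 2 and 3. Spearman's rho was 0.863, 0.877 and 0.894 for the same pairs. The mean r of 0.895 ± 0.0124 (SD, n = 3 pairs) changed most when values were divided by peak length, to 0.677. The 1 added before the log was kept although values per kb are larger for most peaks. The drop therefore does not measure a loss of agreement alone. No pair of libraries agreed within sampling noise. Squared differences summed over peaks were 3.68, 4.18 and 1.69 times those expected from counting for the pairs 1 and 2, 1 and 3, and 2 and 3. The order of the pairs depended on the measure. With 1 added to each value, 11.3% of peaks differed more than 2-fold between replicates 1 and 3. The share was 12.8% between replicates 2 and 3 and 14.7% between replicates 1 and 2. The added 1 hides some 2-fold differences at low values.

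The median CV over the 3 libraries was 25.4% for all peaks, and it fell to 20.4% when only peaks with a mean of at least 10 were kept. Counting noise alone gave a median of 20.0% for all peaks and of 14.9% for those with a mean of at least 10 in the simulation. The spread narrowed with the level of the peak. In the weakest quartile the median CV was 41.7%, against 39.4% from counting alone. In the strongest quartile it was 13.6%, against 9.10% from counting alone. The CV beyond counting was estimated as 20.5% in the weakest quartile and 11.8% in the strongest. In simulated weak peaks with no added spread the estimate was 7.92%, so it is somewhat too high there. The simulation also left out peak calling, which favours weak peaks that were high by chance in a library. Whether spread between libraries other than sampling error and selection differed between weak and strong peaks therefore stays open.

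**Figure D1:**
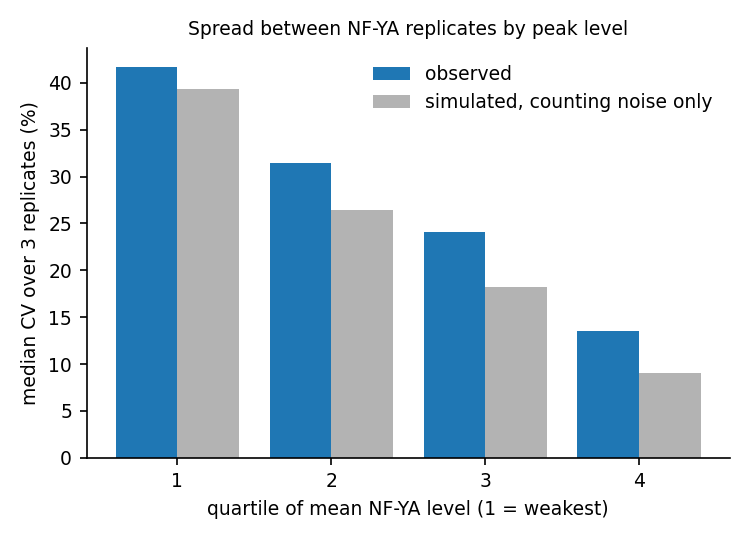
Median CV of normalised reads over the 3 NF-YA replicates (in percent, vertical axis) in each quartile of mean NF-YA level (horizontal axis, 1 is weakest). Blue bars show the observed CV and grey bars the CV in simulated libraries with counting noise only; the observed CV fell from 41.7% to 13.6% and lay above the simulated value in all 4 quartiles.

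The genomic distribution of the peaks was determined next. A gene identifier was given for 6191 of 9056 peaks (68.4%, 95% Wilson interval 67.4% to 69.3%). The share was 79.4% among peaks above the median level. These peaks named 5024 distinct genes, of which 917 had more than 1 peak. A gene symbol was given for 5146 peaks (56.8%), and these carried 4128 distinct symbols. Of the 1045 peaks with an identifier but no symbol, 1017 belonged to genes that were not annotated as protein-coding. Promoter peaks, with a centre within 1000 bp of the TSS of the annotated gene, made up 41.4% (3746 peaks, interval 40.4% to 42.4%). At the centre, a further 5.10% lay in exons, 32% in introns and 21.6% between genes. Distance mattered for the promoter share, which was 36.9% within 500 bp and 55.6% within 5000 bp.

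Promoter peaks carried higher NF-YA levels than the remaining peaks in all 3 libraries. The median was 29 normalised reads in promoter peaks and 11 in other peaks in replicate 1, 28 and 12 in replicate 2, and 30 and 11 in replicate 3. The log2 ratio of the medians was 1.36 ± 0.12 (SD, n = 3), and its distance from 0 was far larger than the spread between replicates. Promoter peaks had a median length of 250 bp and other peaks of 167 bp, and the log2 ratio dropped to 0.84 for values per kb of peak. No test against IgG was made, so the ratio describes the NF-YA libraries alone.

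CCAAT boxes were then counted to determine how often the recognition sequence of NF-Y lay under the peaks. A CCAAT box was present within 50 bp of the centre in 4789 of 9056 peaks (52.9%, interval 51.9% to 53.9%). Windows of the same width 1000 bp to the left and right contained one in 12.2% and 12.3%. In the exact McNemar test, two-sided, 4189 peaks had the box only at the centre and 501 only on the left (log10 p = -721). Against the right side the numbers were 4173 and 502 (log10 p = -716). Peaks are not biological replicates, and these p-values refer to the peak set only. Windows with shuffled bases and unchanged dinucleotides held the box in 16.7%. The longer consensus RRCCAATSR was found in 25% of the peaks and in 1.00% of the flanking windows. Promoter peaks had the box in 64.6% (interval 63.1% to 66.1%) and other peaks in 44.6% (interval 43.3% to 46.0%).

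**Figure D2:**
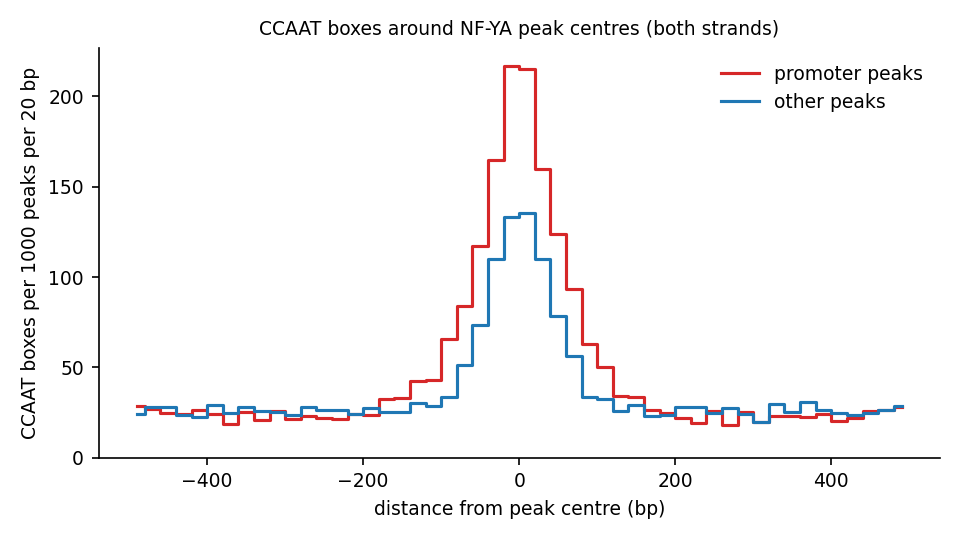
CCAAT boxes on either strand per 1000 peaks in bins of 20 bp (vertical axis) by distance from the peak centre in bp (horizontal axis), for promoter peaks (red) and other peaks (blue). The boxes gathered at the centre, with 217 per 1000 promoter peaks and 136 per 1000 other peaks in the highest bins.

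The share of peaks with CCAAT rose with the NF-YA level. It was 34.9% (interval 33% to 36.9%) in the weakest quartile, 45.6% and 57.9% in the next quartiles and 73.1% (interval 71.2% to 74.9%) in the strongest. The difference between the strongest and weakest quartile was 38.2 percentage points (interval 35.5 to 40.8). It ranged from 37.1 to 39 percentage points when each replicate was left out in turn.

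Next, peaks at genes encoding chromatin modifiers were examined. At *Kansl2* (ENSMUSG00000022992), which encodes a subunit of the NSL histone acetyltransferase complex, a peak at chromosome 15, 98534011 to 98534547 (mm10), spanned the TSS of the gene on the minus strand. It held 147, 180 and 164 normalised reads in replicates 1, 2 and 3, a mean of 164 ± 16.5 (SD, n = 3), and ranked 352 among all peaks. A further peak upstream of the gene, at 98536847 to 98537052 and 2685 bp from the TSS, had 15 ± 1.73 (SD, n = 3). The promoter peak was higher in all 3 libraries. It contained 2 CCAAT boxes, both on the strand of the gene. One was at 98534315 to 98534319, 53 bp upstream of the TSS, and matched the longer consensus. Read on the minus strand from 98534329 to 98534305, its context was AGCGCAGCAACCAATCAGCGTCTAG. The other was at 98534347 to 98534351, 85 bp upstream, in the context TTAGTTCTGACCAATAGGAGCACAG from 98534361 to 98534337.

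**Figure D3:**
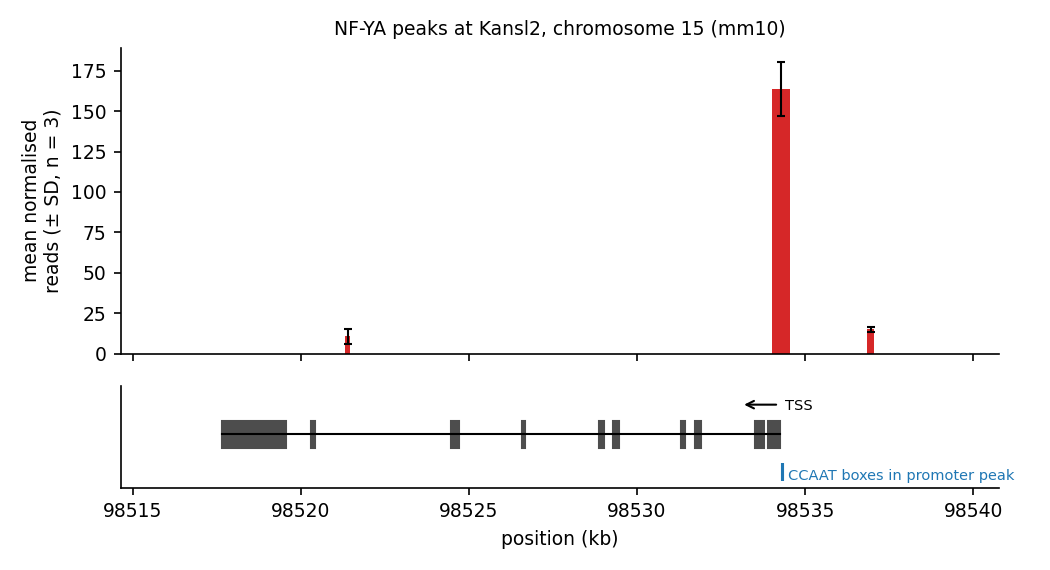
Map of *Kansl2* on chromosome 15 (position in kb, mm10) with mean normalised reads of each NF-YA peak (bars as wide as the peak, error bars SD, n = 3) above the exons of the gene (grey) and the CCAAT boxes of the promoter peak (blue). The peak over the TSS reached 164, whereas the other peaks in the region had means of 10.7 and 15.

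*Mbd3* (ENSMUSG00000035478) had a peak over its TSS at chromosome 10, 80399447 to 80400050, with 290.0 ± 27.2 (SD, n = 3). A weak *Mbd3* peak lay in intron 1 at 80398873 to 80399016, with 4.67 ± 3.06. It held 8, 4 and 2 normalised reads in replicates 1, 2 and 3. Only replicate 1 was above the floor of 3 reads there. *Prmt1* (ENSMUSG00000109324) had a peak over its TSS at chromosome 7, 44986288 to 44986976, with 366 ± 15.7 (SD, n = 3). This peak was also within 1000 bp of a TSS of Gm15545. Further *Prmt1* peaks lay in intron 1 at 44984238 to 44984673, with 61.3 ± 6.81, and at 44985581 to 44985763, with 19.3 ± 6.66. Within the NSL complex, *Kansl1* had a peak of 25 ± 10.5 (SD, n = 3) upstream of the gene at chromosome 11, 104469410 to 104469599. *Phf20* had 3 peaks on chromosome 2 with means of 9.33, 15.3 and 22.7. No peak was annotated to *Mcrs1*, *Smyd5*, *Suv39h2*, *Kansl3*, *Kat8*, *Wdr5*, *Hcfc1* or *Ogt*. The peak centre nearest to any transcript start of *Mcrs1* was 43243 bp away, and that of *Smyd5*, the closest of these 8 genes, was 8809 bp away. Reads outside the peaks were not analysed here, so weaker signal at these genes was not excluded.

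Among the NF-Y subunit genes, *Nfya* had a peak over its TSS at chromosome 17, 48409439 to 48410115, centred in the 5' UTR, with 182 ± 6.81 (SD, n = 3). The peak was also close to a TSS of *Oard1*. *Nfyb* had a peak over its TSS at chromosome 10, 82763906 to 82764227, with 91 ± 17.4, and *Nfyc* a peak in intron 1 at chromosome 4, 120824993 to 120825428, with 74.3 ± 18.8. In total, 8 of the 16 preset genes had an annotated peak.

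**Figure D4:**
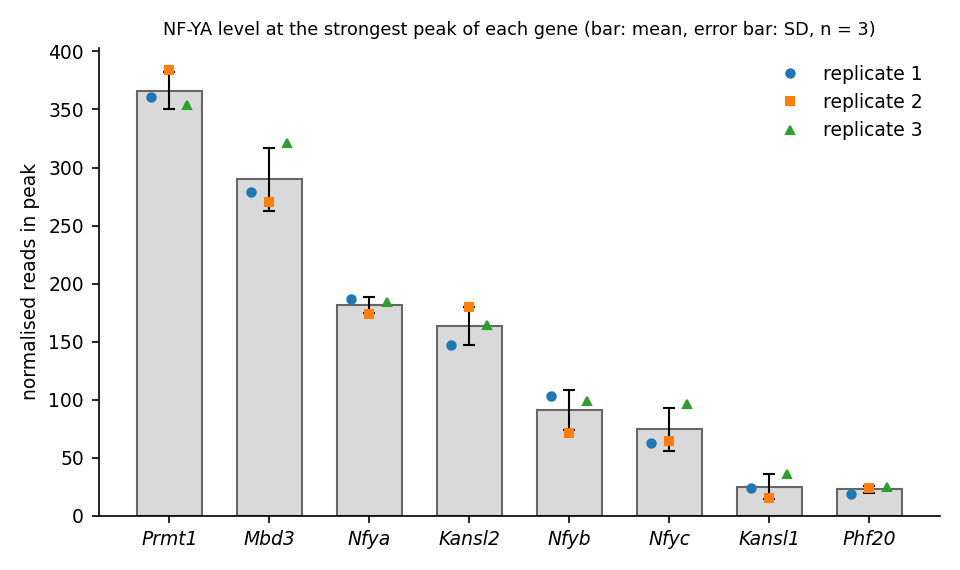
Normalised reads (vertical axis) at the strongest peak annotated to each of the 8 preset genes with a peak (horizontal axis). Bars show the mean, error bars the SD of 3 replicates and symbols the single replicates; means ranged from 22.7 at *Phf20* to 366 at *Prmt1*.

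The 5 peaks with the highest mean were annotated to *Cic* (997 ± 143, SD, n = 3, chromosome 7, 25267290 to 25268512), *Sp1* (822 ± 22.7, chromosome 15, 102405431 to 102406412), *Tomm40* (729 ± 80.3, chromosome 7, 19715389 to 19716198), *Ppm1b* (688 ± 126, chromosome 17, 84956910 to 84958013) and *Zbtb20* (685 ± 69.4, chromosome 16, 42875024 to 42875970). The peaks of *Cic*, *Sp1*, *Tomm40* and *Zbtb20* spanned the TSS, and that of *Ppm1b* was centred in intron 1 of a transcript. These peaks contained 10, 8, 9, 11 and 9 CCAAT boxes over their whole length. The means of *Tomm40*, *Ppm1b* and *Zbtb20* differed by less than the SD of *Ppm1b*, so their order was not resolved.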

Values the study reported

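The study reported NF-YA peaks at 5146 genes in wild-type MuSCs. It placed 34% of NF-YA binding at promoters and 34% at introns.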

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

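The alternatives that used gene symbols, the TSS of any GENCODE M21 transcript, only peaks away from a TSS (by either TSS rule) for the CCAAT share by level, and leaving out replicates for that share were chosen after seeing the data. The others were fixed before the data were examined. No paired analysis was possible because only the NF-YA libraries had values to analyse, and 1 group cannot be paired. For the same reason the comparison of NF-YA with IgG at the unified peaks, the count of peaks above their IgG library in every pair, the permutation of NF-YA against IgG in the promoter comparison, and all alternatives planned for them were not run.

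None of the 32 alternatives reversed one of the 7 results, and 16 left the value within its interval or on its side of the threshold. The CCAAT enrichment stayed past the threshold of the exact McNemar test in all 4 alternatives run. The share with CCAAT was 64.9% within 100 bp of the centre, against 23.0% in the flanks, and 65.7% in peaks above the median level, against 12.4%. Restricting the annotation to assembled chromosomes removed 0 peaks and tested nothing.

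The other 16 moved. Dividing values by peak length lowered the mean correlation to 0.677 and the log2 ratio of promoter to other peaks to 0.84, and raised the CCAAT difference between quartiles to 45.8 percentage points. The causes were not tested. Peaks above the median level were annotated to a gene in 79.4% and lay within 1000 bp of a TSS in 57.3%, and again the cause was not tested. With a symbol in place of an identifier the annotated share was 56.8%. The promoter share was 36.9% within 500 bp, 55.6% within 5000 bp and 50.2% with the TSS of any transcript, and the log2 ratio was 1.16 with the limit of 5000 bp. The shares follow from the wider or narrower definition. The CCAAT difference between quartiles was 32.7 percentage points among peaks not within 1000 bp of the TSS of an annotated gene, and 29.4 when those within 1000 bp of any transcript TSS were left out as well. The cause was not tested.

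The median CV was 20.4% in the 5959 peaks with a mean of at least 10, where counting noise alone gave 14.9% instead of 20.0%. It ranged from 19.5% to 21.5% across the 3 calculations that each left out one replicate, because the SD of a pair has a lower median than that of 3 values. The log2 ratio of promoter to other peaks ranged from 1.31 to 1.42, and the CCAAT difference from 37.1 to 39 percentage points, when each replicate was left out. The number of reads limits statements on single weak peaks more than on strong ones. Counting alone gave a median CV of 39.4% in the quartile with the lowest level and 9.10% in that with the highest. The observed median CV was 41.7% in the quartile with the lowest level.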

Other observations

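Of the 4 patterns described here, the rise of the CCAAT share with the NF-YA level had been planned as a result. The others were found by looking through the same data. On the 4 patterns, 11 tests were run. Of these, 4 were chosen only after the result or a close relative of it was seen (promoter location, the wider window for CAGCTG, and both tests of replicate 1), and for the other 7 the tested value had not been computed, although related values had. The screen of 14 motifs, the spacings compared and the values without peaks near any transcript TSS were also picked after looking. The position and strand of CCAAT boxes at the TSS, GC content, peak length, soft-masked sequence, promoters shared by genes and spacings on opposite strands were inspected as well. The labels name 1 group with values, so no biological difference between groups was tested.

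The number of peaks with a gene symbol was 5146, and they carried 4128 distinct symbols and 4155 distinct gene identifiers. A total of 10 symbols stood for more than 1 identifier, among them H4c1 and H3c2 with 8 each. Within 1000 bp of a TSS of any GENCODE M21 transcript lay 50.2% of all peaks, and for 26.5% of these, 1204 peaks, TSSs of at least 2 genes were that close. For these 1204 peaks, a gene name therefore leaves open which of the neighbouring genes the peak belongs to. A case of another kind, chosen after its values were seen, was a peak at chromosome 4, 120815654 to 120816221, with 168 ± 20.4 (SD, n = 3). It lay within 1000 bp of a transcript start of *Nfyc* and had no gene in the annotation, whereas the peak that was annotated to *Nfyc* had 74.3.

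CCAAT was more frequent in stronger peaks, by 38.2 percentage points between the outer quartiles. A higher share of promoters among strong peaks did not account for all of it, since the difference was 32.7 percentage points (interval 28.3 to 36.9) among the 5310 peaks not within 1000 bp of the TSS of an annotated gene. Of these, 801 lay within 1000 bp of the TSS of some GENCODE M21 transcript, and without them the difference was 29.4 percentage points (interval 24.1 to 34.4). Base composition did not either, as shuffled windows gave a mean of -1.15 percentage points, and from -3.14 to 1.68 in single sets. With windows of 100 bp to each side the difference was 43.6 percentage points, which argues against boxes displaced from the centre in weak peaks. Weak peaks may more often be background cutting, which was not tested because IgG was not analysed here.

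Neighbouring CCAAT boxes on the same strand were unevenly spaced. Of 2075 such pairs, 317 started 30 to 32 bp apart and 50 started 35 to 37 bp apart, a ratio of 6.34 (interval 4.71 to 8.53). These distances were taken from the histogram, which inflates the ratio. A measure free of that choice was the largest count in any 3 neighbouring spacings over the mean count, which was 3.85 in the peaks and at most 2.46 in 20 shuffled sets. The ratio itself was 1.10 in shuffled windows, 6.50 without pairs that touched soft-masked sequence, and 6.14 with each sequence counted once and histone genes left out. Base composition, soft-masked repeats, and identical copies together with histone genes were thus each insufficient. Copies that differed in sequence stayed in, so diverged promoters of gene families were not excluded. The most frequent single spacing was 31 bp, with 112 pairs. Further maxima included 41 bp, with 109 pairs, and 51 bp, with 46. A candidate explanation is that adjacent NF-Y complexes prefer a certain distance or face of the DNA helix, a hypothesis that these data cannot test directly.

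Among 2941 peaks not within 1000 bp of the TSS of an annotated gene and without CCAAT near the centre, 27.7% held the E-box CAGCTG and 17.7% the AP-1 site, against 5.54% and 1.67% in windows 1000 bp away. In the 2561 of them that were not within 1000 bp of any transcript TSS either, the shares were 29.2% and 18.8%, against 5.66% and 1.601%. Of the 14 motifs screened, 5 were more frequent than in these windows after Benjamini-Hochberg adjustment of the exact McNemar test over the 14. The others of the 5 were the GC box (6.83% against 2.11%), TEAD (11.2% against 4.86%) and RUNX (15.7% against 8.57%). These windows 1000 bp away lay on the right side only. The same kind of peaks with CCAAT near the centre held CAGCTG in 13.8% and the AP-1 site in 11.6%. They held TEAD in 8.74%, RUNX in 11.9% and the GC box in 11.0%. The motifs were thus not limited to peaks without CCAAT, and the GC box was more frequent in peaks with it. Shuffled windows held CAGCTG in 9.46% and the AP-1 site in 2.50%, so base composition was not sufficient. In such peaks without CCAAT within 100 bp, the share with CAGCTG was 15.4 percentage points higher than in those with CCAAT within 50 bp, which argues against a box just outside the window. Open chromatin cut without regard to the antibody and NF-YA recruited by other factors cannot be told apart, because IgG was not analysed here. The share with CAGCTG differed between the outer level quartiles by -3.65 percentage points (interval -9.41 to 2.91), and that with AP-1 by -11.0 (interval -15.1 to -5.83). These sites may mark regulatory elements open in MuSCs.

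Replicate 1 was high where the other 2 libraries were low. At the 350 peaks where these averaged under 3, its median log2 ratio to their mean, with 1 added to both, was 1.19. The same measure was 0.42 for replicate 2 at 71 peaks and 0.51 for replicate 3 at 111 peaks. That all 3 lay above 0 decides nothing, since peaks picked for low values in 2 libraries are higher in the third by chance alone. Selection of peaks called in replicate 1 only, and sites bound in replicate 1 alone, cannot be told apart. The study's reporting summary lists replicate 1 with fewer total reads, shorter reads and more called peaks than replicates 2 and 3. Differences between the libraries in sequencing or preparation were not tested and stay open. Where the other 2 averaged under 6, the log-odds of CCAAT per log2 unit of replicate 1 were 0.24 (interval -0.03 to 0.50), and those of replicates 2 and 3 were 0.24 (interval 0.11 to 0.37) and 0.28 (interval 0.12 to 0.43). Only the interval of replicate 1 contained 0, and it contained the values of the others as well. The test had been set up to count an interval spanning 0 against bound sites, and it was judged unable to decide after this was seen.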
